# SCD5 Regulation by VHL Affects Cell Proliferation and Lipid Homeostasis in ccRCC

**DOI:** 10.3390/cells12060835

**Published:** 2023-03-08

**Authors:** Athina Ganner, Antonia Philipp, Simon Lagies, Laura Wingendorf, Lu Wang, Felicitas Pilz, Thomas Welte, Kelli Grand, Soeren S. Lienkamp, Marinella Klein, Bernd Kammerer, Ian J. Frew, Gerd Walz, Elke Neumann-Haefelin

**Keywords:** ccRCC, VHL, SCD5, fat-7, HIF, ceramide

## Abstract

Clear cell renal cell carcinoma (ccRCC) is the most common histological subtype of renal cancer, and inactivation of the VHL tumor suppressor gene is found in almost all cases of hereditary and sporadic ccRCCs. CcRCC is associated with the reprogramming of fatty acid metabolism, and stearoyl-CoA desaturases (SCDs) are the main enzymes controlling fatty acid composition in cells. In this study, we report that mRNA and protein expression of the stearoyl-CoA desaturase SCD5 is downregulated in *VHL*-deficient cell lines. Similarly, in *C. elegans vhl-1* mutants, FAT-7/SCD5 activity is repressed, supporting an evolutionary conservation. SCD5 regulation by VHL depends on HIF, and loss of SCD5 promotes cell proliferation and a metabolic shift towards ceramide production. In summary, we identify a novel regulatory function of VHL in relation to SCD5 and fatty acid metabolism, and propose a new mechanism of how loss of VHL may contribute to ccRCC tumor formation and progression.

## 1. Introduction

Clear cell renal cell carcinoma (ccRCC) is the most common histological subtype of renal cell carcinoma (RCC), and is one of the ten most frequently occurring tumors in adults. The von Hippel-Lindau (*VHL*) tumor suppressor gene is mutated as an early event in almost all cases of ccRCC. The VHL protein targets the hypoxia-inducible transcription factor (HIF) for proteasomal degradation. This pathway is conserved in evolution between *Caenorhabditis elegans* (*C. elegans*) and mammals [1]. Inactivation of *VHL* in ccRCC leads to constitutive stabilization and activation of HIFα transcription factors, which coordinate numerous cellular activities that contribute to tumor formation and progression [2].

Activation of fatty acid (FA) biosynthesis is a universal metabolic feature of cancer cells, given their requirement as metabolic intermediates for membrane biosynthesis and energy storage. Moreover, FAs have important roles as signaling molecules, and alterations in the FA composition can affect a wide variety of cellular functions, including cell migration and induction of angiogenesis. Thus, FA balance is crucial for cancer cell growth and progression [3]. Stearoyl-CoA desaturases (SCDs) are key regulators of lipid homeostasis, by catalyzing the rate-limiting step in the biosynthesis of monounsaturated FAs (MUFA) from saturated FAs (SFA). In humans, two SCD isoforms, SCD1 (noted as SCD) and SCD5, have been identified. SCD is expressed ubiquitously, while SCD5 localizes to specific tissues.

SCD is upregulated in the majority of cancers, including ccRCC, and participates in cell metabolism, cell cycle progression, and tumor cell migration [4,5]. SCD upregulation was also linked to tumor aggressiveness and poorer prognosis in ccRCC [6]. Inhibition of SCD has been shown to limit essential lipid metabolites and proliferation, and induces apoptosis in ccRCC cell models [7,8]. While SCD has been extensively investigated, the role of SCD5 in metabolism and disease is still poorly defined. The expression of SCD5 is restricted to few tissues, including kidneys, supporting a tissue-specific function [9,10]. A growing body of evidence indicates that decreased SCD5 activity is specific to some types of cancer, and correlates with their aggressiveness and poor patient prognosis. In advanced melanoma, where SCD5 is downregulated, its re-expression modified extracellular matrix proteins and reversed the epithelial-mesenchymal-like process [11,12]. These observations suggest an anti-neoplastic activity of SCD5, particularly during metastatic dissemination. A recent analysis of breast cancer samples showed that low SCD5 expression was associated with more aggressive cancer phenotypes and shorter patient survival [9].

In this study, we investigated the biological function of SCD5 in ccRCC. We found that SCD5 expression was strongly downregulated in both primary ccRCC tissue samples, as well as in ccRCC cell lines. VHL deficiency and cellular hypoxia caused the suppression of SCD5 expression in an HIF-dependent manner. We found that in *C. elegans*, loss of *vhl-1* resulted in downregulation of the SCD-5 ortholog *fat-7*, underscoring the evolutionary conservation of our observation. Furthermore, we observed that inhibition of SCD5 causes lipidomic profile changes, and favors cell proliferation.

## 2. Materials and Methods

### 2.1. Reagents and Plasmids

PT2385 was obtained from Abcam, Cambridge, UK, and used at concentrations as indicated. SCD5 was subcloned by PCR from human cDNA (Agilent, Santa Clara, CA, USA), and fused by standard cloning techniques to a pcDNA6 vector encoding an N-terminal Flag-tag (Invitrogen, Carlsbad, CA, USA), and to a pLXSN vector with a Venus tag, a variant of the yellow fluorescent protein (YFP).

### 2.2. Antibodies

Antibodies used in this study included antibody to SCD5 (Aviva systems biology, San Diego, CA, USA, SCD5 antibody-C-terminal region, ARP65045_P050, 1:1000 dilution), antibody to VHL (Cell Signaling, Leiden, The Netherlands, 1:1000 dilution), antibody to β-actin (Sigma, Darmstadt, Germany), antibody to γ-tubulin, and antibody to HIF2α from Abcam, Cambridge, UK.

### 2.3. Cell Culture and Transfections

Cell culture and transfections were carried out as previously described [13]. In brief, HEK 293T and HeLa cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS. RPTEC cells were obtained from ATCC (Manassas, VA, USA) and cultured in DMEMF12 supplemented with hTERT Immortalized RPTEC Growth Kit (ATCC) and G418. VHL-negative 786-O and RCC4 cells, as well as RCC4 cells expressing VHL, were provided by Ian Frew [14]. The 786-O cells were cultured in RPMI1640 medium supplemented with 10% FBS, and RCC4 cells were cultured in DMEM supplemented with 10% FBS and Geniticin (0.5 mg/mL). For 293T cells, transient transfections were carried out using the calcium phosphate method; cells were lysed 24 h after transfection. For expression of SCD5 in RCC4 cells, cells were transduced with Venus.SCD5 in pLXSN. To analyze SCD5 protein levels after hypoxia treatment, RPTEC cells were grown in a hypoxia chamber (0.5% oxygen, overnight), while control cells were grown under standard conditions.

For quantification of the levels of endogenous proteins of interest, cells were split in parallel and lysed in a buffer containing 20 mM Tris-HCl (pH 7.5), 1% Triton X-100, 50 mM NaF, 15 mM Na_4_P_2_O_7_, 0.1 mM EDTA, 50 mM NaCl, 2 mM Na_3_VO_4_, and cOmplete protease inhibitor (Roche, Basel, Switzerland). For Figure 4c, cells were lysed in a buffer containing 50mM Tris (pH 8.0), 120 mM NaCl, 0.5% NP-40, 0.01mM EDTA, 10% glycerol, and cOmplete protease inhibitor (Roche). The total amount of solubilized proteins was determined by the Bradford method (Bio-Rad, Hercules, CA, USA), and equal amounts of total proteins were subjected to SDS-PAGE and immunoblotting analysis. Blots were scanned and bands were quantified using LabImage 1D 4.1 software. Data were expressed as means or as means ± SEM. Statistical analysis was performed using GraphPad Prism 9 software.

### 2.4. shRNA Mediated Knockdown (Stable Polyclonal Cell Lines)

To generate a HeLa cell line for tetracycline-inducible knockdown of VHL, as well as a RCC4 cell line for tetracycline-inducible knockdown of SCD5, a lentivirus-based transduction system (pLVTH) was used as previously described [15]. For knockdown induction, cells were treated with tetracycline for 72 h (5 µg/mL). The 786-O SCD5 knockdown cell line constitutively expresses SCD5 shRNA. shRNA targeting sequences were: control targeting sequence (ctrl) 5′ gtacgcggaatacttcga 3′, VHL shRNA targeting sequence 5′ ctg gtt aac caa act gaa tta tt 3′, and SCD5 shRNA targeting sequence 5′ ctc tat tct ccg cta ta ccat ct 3′.

### 2.5. Quantitative Real Time PCR

Total RNA was obtained from indicated cell lines using RNeasy Mini Kit (Qiagen, Hilden, Germany) and reverse-transcribed using the SuperScript™ IV First-Strand Synthesis System (Invitrogen) according to the manufacturer’s protocol. qRT–PCR was performed on a LightCycler 480 (LC 480, Roche). GAPDH, HSPCB, or β-actin were used as normalization controls as indicated. Each biological replicate was measured in technical triplicates. Significant differences were assessed by Student’s unpaired *t*-test. The primers used for qRT–PCR were: VHL: 5′CACAGCTACCGAGGTCAC3′ and 3′CTGAATTATTTGTGCCATCTCTCA5′, HSPCB: 5′TCTGGGTATCGGAAAGCAAGCC3′ and 3′CAAGATGCCTGAGGAAGTGCAC5′, GAPDH: 5′CATTTCCTGGTATGACAA3′ and 3′CAAGAGGAAGAGAGAGAC5′, PAI-1: 5′ CCTGGTTCTGCCCAAGTTCT3′ and 3′ATCGAGGTGAACGAGAGTGG5′, VEGF: 5′TACCTCCACCATGCCAAGTG3′ and 3′GAAGGAGGAGGGCAGAATCAT5′, β-actin: 5′TCCTTCCTGGGCATGGAG3′ and 3′TGAAGTGTGACGTGGACATC5′, SCD5 primer_1: 5′GGCAACCAAGCCGATGATC3′ and 3′ACTTGGAACAGCCATCCCAC5′, SCD5 primer_2: 5′GAGGAATGTCGTCCTGATGAGC3′ and 3′CCTACTTCTGCTTCCTCCTGGC5′, SCD: 5′TCGGATATCGTCCTTATGACAAGA3′ and 3′CTGTGGGTGAGGGCTTCC5′. The quantification of changes in mRNA expression levels was based on the 2^−ΔΔCt^ method.

### 2.6. Gene Expression Analysis in C. elegans

All strains were maintained at 20 °C without starvation prior to experiment. Total RNA purified from age-synchronized young adult *C. elegans* was prepared using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) and an RNA clean and concentrator kit (Zymo Research Corp., Irvine, CA, USA). DNase treatment was performed using the on-column DNase digestion (Qiagen, Hilden, Germany). Reverse transcription was performed by SuperScript IV (Invitrogen) and oligo-dT primer. Quantitative PCR was performed on a Roche LightCycler 480 using the Takyon No Rox SYBR MasterMix blue dTTP (Eurogentec, Seraing, Belgium). qPCR reactions were performed in at least three independent samples in triplicates. Samples were analyzed by the 2^−ΔΔCt^ method, with normalization to the geometric mean of the reference genes cdc-42 and Y45F10D.4. Significant differences were assessed by Student’s unpaired *t*-test. Primer sequences were: fat-5: 5′TCCAGAGGAAGAACTACC3′ and 3′TCATTCCAGTCGTCCTCT5′, fat-7: 5′GCGCTGCTCACTATTTTGGT3′ and 3′CGTTGGTGAAGGAGGTCACA5′, cdc-42: 5′CTGCTGGACAGGAAGATTACG3′ and 3′CTTCATTCGAGAATGTCCGAG5′, Y45F10D.4:5′ GTCGCTTCAAATCAGTTCAGC3′ and 3′GTCGGATCACTTGACAAGAAC5′.

### 2.7. RNA Sequencing and Data Analysis

Total RNA from three biological replicates each, of *vhl-1* mutants and wild type animals, was extracted from age-synchronized young adult *C. elegans.* Library preparation and RNA sequencing were conducted by GATC Biotech AG, Ebersberg, Germany, on an Illumina platform with single-end 50 bp mRNA sequencing. Sequencing data were analyzed on the Galaxy platform [16]. Quality check was assessed with FastQC v0.71 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ accessed on 10 October 2018). Trim Galore! version 0.4.3.1 was used for trimming (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/ accessed on 10 October 2018), STAR v2.6.0b for alignment, featureCounts v1.6.3 for counting the reads, and DESeq2 v2.2.12.40.3 for differential expression analysis. For significantly differentially expressed genes, a cut-off of p-adj < 0.05 was used. For visualization, the Volcano plot for differences between *vhl-1* and wild-type animals was drawn using R software 4.1.3.

### 2.8. Data Availability

RNA-seq datasets have been deposited in GEO (Gene Expression Omnibus) under the accession number # GSE224016.

### 2.9. Cell Viability Assay

At 6 h after transient transfection, 293T cells were counted and seeded in at least triplicates in 96-well plates (approx. 5 × 10^4^ cells/well). RCC4 and 786-O cells were counted and seeded 24 h after last splitting (approx. 1 × 10^4^ cells/well). RCC4 cells expressing Venus.SCD5, and 293T cells expressing F9.SCD5, were cultured in medium without FBS, before analysis of viability. Viability was assessed using the MTT Cell Proliferation Assay Kit (Cayman Chemical, Ann Arbor, MI; USA), performed according to the manufacturer’s protocol. Viability was calculated relative to control.

### 2.10. C. elegans Growth Conditions

Unless otherwise indicated, *C. elegans* were cultured at 20 °C using standard methods. The strains used were as follows: Wild-type N2. CB5602 *vhl-1(ok161).* ZG31 *hif-1(ia4).* CB6090 *hif-1(ia4);vhl-1(ok161).* DMS303 *nIs590[Pfat-7::fat-7::GFP + lin-15(+)].* ENH687 *nIs590[Pfat-7::fat-7::GFP];vhl-1(ok161).* BX113 *lin-15B* and *lin-15A(n765)*;*waEx15[Pfat-7::GFP + lin15(+)]*. ENH699 *vhl-1(ok161);waEx15[Pfat-7::GFP + lin15(+)].* ENH695 *hif-1(ia4);vhl-1(ok161);waEx15[Pfat-7::GFP + lin15(+)].* ENH697 *hif-1(ia4);waEx15[Pfat-7::GFP + lin15(+)].*

### 2.11. Microscopy and Quantification of FAT-7::GFP Expression

Light microscopy was performed using a Zeiss Axio Imager M2 microscope equipped with Nomarski differential interference contrast (DIC), an AxioCam camera, and the ZEN Blue 2.3 pro software. Worms were raised on NGM until L4/young adult stage at 20 °C, unless otherwise listed. For microscopy, worms were placed on 2% agarose pads on slides and stunned with 8mM levamisole. GFP was detected using an EGFP-filter set (480/20 nm excitation, 510/20 nm emission). All image data intended for quantitative comparison were acquired at the same sub-saturating exposure time. FAT-7::GFP fluorescence was quantified in FIJI/ImageJ. Green fluorescence intensities were background subtracted and normalized to mean value in control worms.

### 2.12. Hypoxia Treatment

To examine FAT-7::GFP expression after exposure to hypoxia, L3 animals were placed in a hypoxia chamber (Billups-Rothenberg, Inc., San Diego, CA, USA) at 0.5% O_2_ balanced by N_2_ for 16 h at 20 °C. Control animals were exposed to room air (21% O_2_) for 16 h. Imaging of FAT-7::GFP was performed as described previously above.

### 2.13. Metabolomics Analysis

Untargeted GC/MS and targeted LC/MS lipid profiling was conducted as reported previously [17]. In brief, cells were washed with 0.9% NaCl and quenched by 1 mL methanol:water (1:1). Cells were lysed by vortexing after the addition of 0.5 mL chloroform. Dried extracts were derivatized by methoxyamination and silylation for gas-chromatography coupled to electron ionization mass-spectrometry. Metabolites were identified by matching retention index and spectral fingerprints to a commercially available and an in-house database. Lipid extracts were reconstituted and analyzed by liquid-chromatography coupled to multiple reaction monitoring mass spectrometry. Pooled quality control samples were prepared by mixing equal amounts of each sample and regularly injected within the sequence. Analytes were normalized to internal standards and the sum of all annotated metabolites/lipids, to account for differences in biological mass.

### 2.14. Statistical Analyses

Data were expressed as means or as means ± SEM and analyzed using GraphPad Prism 9 Software. Differences between the experimental groups were evaluated using unpaired Student’s *t*-test (comparisons between subjects) or one-way ANOVA (comparisons across more than two groups). Metabolomics data were analyzed by MetaboAnalyst 5.0 [18], including principal component analysis and unpaired *t*-test, followed by false discovery rate correction and heat map generation. Two technical replicates from two independent experiments were used.

## 3. Results

### 3.1. SCD5 Expression in ccRCC

To determine the clinical significance of SCD5 for ccRCC, we queried the Cancer Genome Atlas (TCGA), CPTAC databases [19] (http://ualcan.path.uab.edu, accessed on 9 June 2021), and the human protein atlas [20] (Human Protein Atlas proteinatlas.org, accessed on 9 June 2021) for SCD5 expression levels in patient samples. SCD5 mRNA expression was significantly downregulated in primary ccRCC samples compared to control kidney samples (Figure 1a). Analysis of the CPTAC mass-spectrometry-based proteomic tumor dataset showed that SCD5 protein levels were significantly lower in primary kidney cancer samples compared to control kidney samples (Figure 1b). Consistent with these observations, immunohistochemistry revealed lower SCD5 expression in tumor tissues compared to control kidney tissues (Figure 1c). Next, we analyzed SCD5 expression in *VHL*-deficient ccRCC cell lines. SCD5 expression was significantly lower in the *VHL*-deficient RCC4 and 786-O ccRCC cell lines compared to normal human renal proximal tubular epithelial cells (RPTECs; Figure 1d). To gain further insight into the clinical significance of SCD5 for ccRCC, we explored the correlation between SCD5 mRNA expression and patient outcome. Downregulation of SCD5 expression was associated with shorter overall survival (Figure 1e). Collectively, these data indicate that SCD5 expression is differentially regulated in ccRCC, and downregulation of SCD5 expression may have a prognostic clinical value.

### 3.2. SCD5 Expression Depends on VHL

Next, we investigated the regulatory mechanisms underlying *SCD5* downregulation associated with ccRCC development. Inactivation of the *VHL* tumor suppressor gene is the signature event in ccRCC. To evaluate the impact of VHL on SCD5, HeLa cells were infected with lenti-*VHL* shRNA or lenti-control shRNA. shRNA-mediated *VHL* knockdown efficacy was verified by RT-qPCR and Western blot analysis (Figure 2a,b). In *VHL*-depleted cells, *SCD5* mRNA levels were significantly downregulated (Figure 2c). To further investigate the impact of VHL, we examined *SCD5* mRNA expression in ccRCC cells. Reconstitution of VHL resulted in significant upregulation of *SCD5* expression compared to *VHL*-deficient RCC4 control cells (Figure 2d). Moreover, re-introduction of VHL in RCC4 cells strongly increased SCD5 protein levels compared to RCC4 cells (Figure 2e). Thus, reduced SCD5 expression in ccRCC cells depends on the loss of VHL function.

### 3.3. VHL Regulates SCD5 Expression in C. elegans

To investigate the cellular pathways controlled by *VHL*, we took advantage of the *C. elegans* model system. We and others have previously shown that *C. elegans* is ideally suited to study the complexity of the VHL pathway [13,21]. Components of the VHL-HIF pathway are evolutionarily conserved in *C. elegans*: as in mammals, the mutation of *vhl-1* leads to stabilization of the transcription factor HIF-1, and induction of transcriptional programs promoting bioenergetic adaption to hypoxia [1].

RNA sequencing analysis in *C. elegans vhl-1* null mutants compared to wild type animals revealed a downregulation of *fat-5* and *fat-7* (Figure 3a), two close orthologs of human SCD5. 

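The RNA sequencing compared whole, age-synchronized young adult *C. elegans* of 2 genotypes, wild type animals and *vhl-1(ok161)* mutants, with 3 biological replicates of each. The *ok161* allele is the null mutation of *vhl-1*, the worm ortholog of the VHL tumor suppressor. The libraries were sequenced as single-end reads of 50 bp. The authors trimmed the reads with Trim Galore!, aligned them with STAR, counted them on genes with featureCounts and deposited the raw number of reads per gene, without normalization. The 3 wild type libraries held 78205244, 61895153 and 52462303 reads on genes, and the 3 *vhl-1* libraries held 82910026, 81598060 and 60286645. One read in a library was therefore worth between 0.0121 and 0.0191 CPM, the count scaled to the size of its library. Ribosomal RNA genes took between 0.646% and 2.40% of the reads of a library. Each library listed the same 46778 gene identifiers, of which 24925 had at least 1 read in any library. From these counts, libraries were scaled by the TMM method of edgeR, weakly expressed genes were removed with its default filter, and the remaining 16596 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The paper's methods name DESeq2 for the same step, with the same cut-off of 0.05 on the adjusted p-value. The choice between the tests changed the number of genes past the cut-off, which was 207 with edgeR's quasi-likelihood test and 653 with DESeq2. The paper's text does not name the strand setting or the handling of reads that map to several genes, so reads of paralogs and of overlapping genes could have been divided between them.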

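The mutated gene itself was examined first. *vhl-1* (WBGene00006922), on chromosome X of WBcel235 from 11307356 to 11308518, had 6.98 ± 0.562 CPM (SD, n = 3) in wild type animals and 0.0454 ± 0.0342 CPM (SD, n = 3) in *vhl-1* mutants. Its log2 fold change was -7.14 (standard error 0.40, adjusted p = 0.00066 from edgeR's quasi-likelihood test). *fat-5* (WBGene00001397) lies on chromosome V from 17725004 to 17726818. It had 14.6 ± 2.78 CPM (SD, n = 3) in wild type animals and 0.757 ± 0.328 CPM (SD, n = 3) in *vhl-1* mutants, which is 5.18% of the wild type level. Its log2 fold change was -4.25 (standard error 0.37, adjusted p = 0.0050 from the same edgeR test), and it stayed between -4.52 and -3.95 when each library was left out in turn. *fat-7* (WBGene00001399) lies on chromosome V from 7151353 to 7153146. It had 58.1 ± 21.4 CPM (SD, n = 3) in wild type animals and 12.6 ± 7.26 CPM (SD, n = 3) in *vhl-1* mutants, or 21.6% of the wild type level. The log2 fold change of *fat-7* was -2.21 with a standard error of 0.50. This difference did not pass the cut-off after adjustment for the number of genes (edgeR adjusted p = 0.13). With DESeq2 the log2 fold change of *fat-7* was also -2.21 and its adjusted p was 0.00013. With each library left out in turn, the log2 fold change of *fat-7* lay between -2.71 and -1.84, and edgeR's adjusted p between 0.11 and 0.47. All 3 *vhl-1* libraries lay below all 3 wild type libraries for both genes (two-sided exact permutation test of the mean CPM, p = 0.1 for each gene, the smallest p that 3 against 3 libraries allow). The third delta-9 desaturase gene, *fat-6* (WBGene00001398), is a close paralog of *fat-7* and had 414 ± 107 CPM (SD, n = 3) in wild type animals and 364 ± 52.8 CPM (SD, n = 3) in *vhl-1* mutants. Its log2 fold change was -0.19 (standard error 0.21, edgeR adjusted p = 0.95). The counts of both paralogs added together gave a log2 fold change of -0.33 (edgeR adjusted p = 0.78), since *fat-7* had 14.0% of the CPM of *fat-6* in wild type animals. From the lower expression of *fat-5* and *fat-7*, the paper states that both genes are downregulated in *vhl-1* mutants.

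**Figure D1:**
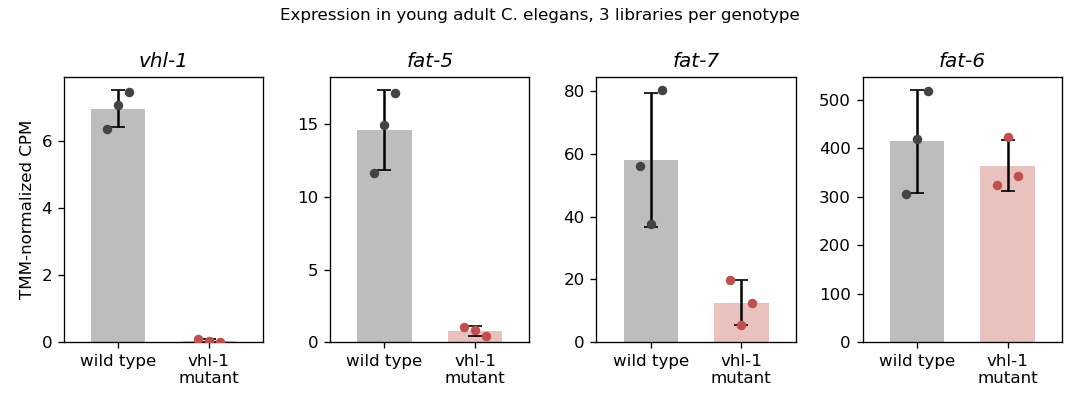
TMM-normalized CPM of *vhl-1*, *fat-5*, *fat-7* and *fat-6*, each on its own linear axis, in wild type animals and *vhl-1* mutants. Bars show the mean, error bars the SD and points the 3 libraries of each genotype. The mean of *fat-5* was 14.6 CPM in wild type animals and 0.757 CPM in *vhl-1* mutants, and the points of *fat-6* overlap between the genotypes.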

Comparison of the amino acid sequence showed that *C. elegans fat-7* and *fat-5* share 42.8% and 40.9% sequence identity with human SCD5, respectively (pairwise sequence alignment by EMBOSS Needle). 

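In the Ensembl release 115 annotation of WBcel235, *fat-5* lies on the plus strand of chromosome V with 3 exons and encodes 333 amino acids. *fat-7* lies on the minus strand of the same chromosome with 5 exons and encodes 338 amino acids. Their paralog *fat-6* lies on chromosome IV from 11913692 to 11915687, on the minus strand, with an open reading frame of 339 amino acids. No other annotated gene overlaps the exons of *fat-6* or *fat-7*. The last exon of *fat-5* overlaps an exon of *twk-42* on the opposite strand, and *twk-42* had a log2 fold change of -0.15 (edgeR adjusted p = 0.97) between the genotypes.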

RT-qPCR in *vhl-1* mutants confirmed reduced expression of *fat-5* and *fat-7* mRNA compared to wild-type (Figure 3b). Due to the greater sequence homology between SCD5 and *fat-7*, we focused on *fat-7* in the following experiments.

We studied the expression of *fat-7* in vivo using a transgenic reporter expressing a translational fusion of *fat-7* to GFP. *vhl-1* mutants showed a significant reduction of FAT-7::GFP expression, while FAT-7::GFP was broadly expressed in wild-type worms (Figure 3c). Inactivation of *vhl-1* leads to induction of a hypoxia transcription program. To address whether *fat-7* expression is also affected by hypoxic conditions, wild-type animals were treated in a hypoxic chamber at 0.5% oxygen. Exposure to low oxygen levels resulted in a strong reduction of FAT-7::GFP expression compared to normoxia conditions (Figure 3d).

The key role of VHL in the regulation of HIF transcription factors is well characterized [22]. In addition, numerous HIF-independent functions of VHL have been described [22]. To assess whether the expression of *fat-7* depends on HIF-1, the *fat-7*::GFP transgenic reporter was introduced into *hif-1* mutants and *hif-1;vhl-1* double mutants. While inactivation of *vhl-1* consistently repressed *fat-7* expression, a strong loss of function mutation in *hif-1* resulted in a significant upregulation of FAT-7::GFP expression (Figure 3e). Interestingly, *hif-1;vhl-1* double mutants showed a slightly higher FAT-7::GFP expression compared to *hif-1* mutants (*p* = 0.032; Figure 3e). Quantification of *fat-7* expression by RT-qPCR confirmed these results (Figure 3f). The induction of *fat-7* transcript level was slightly more pronounced in *hif-1;vhl-1* double mutants, suggesting that knockdown of hif-1 abrogated not only negative effects of *vhl-1* mutation on fat-7 expression, but might also free up positive regulatory mechanisms. In addition to HIF-1, alternative factors may act in parallel and influence the expression of fat-7 (Figure 3f).

Together, these experiments support an important role of VHL-1/HIF-1 in *fat-7* transcriptional regulation.

### 3.4. SCD5 Expression in ccRCC Cells Depends on HIF2

Our results indicate that HIF-1 regulates *fat-7* expression in *C. elegans*. We sought to further investigate this regulatory mechanism in ccRCC cells. Therefore, ccRCC cells were treated with the HIF2α inhibitor PT2385. PT2385 binds to HIF2α and prevents it from binding to DNA, thus inhibiting its transcriptional activity, as evidenced by decreased expression of the target genes *PAI-1* and *VEGF* (Figure 4a). We observed that treatment with the HIF2α inhibitor significantly upregulated the mRNA level of *SCD5* in 786-O cells (Figure 4a). Next, we measured the protein levels of SCD5 following treatment with PT2385. In *VHL*-defective 786-O and RCC4 cells, inhibition of HIF2α resulted in upregulation of SCD5 protein levels (Figure 4b,c). Together these findings confirm the HIF2 dependence of SCD5 expression in ccRCC cells. Additionally, SCD5 protein levels were reduced in RPTEC cells grown under hypoxic conditions (Figure 4d).

### 3.5. SCD5 Affects Cell Physiology and Metabolism

As SCD5 was downregulated in ccRCC, we hypothesized that its loss could affect cell proliferation. To test this, we introduced shRNA-mediated knockdown of *SCD5* in RCC4 and 786-O cells. *SCD5* knockdown efficiency was verified by RT-qPCR and Western blot analysis (Figure 5a–d). *SCD5* knockdown resulted in significantly increased proliferation rates (Figure 5e,f). Conversely, overexpression of SCD5 in HEK 293T and RCC4 cells significantly reduced cell proliferation (Figure 5g). Together these observations suggest an inhibitory role of SCD5 on cell proliferation.

Cancer cells differ from normal cells by distinct biological hallmarks, including the reprogramming of metabolic processes. We undertook an unbiased approach to assess metabolic and lipidomic alterations by SCD5 in ccRCC cells. Using gas chromatography-mass spectrometry (GC/MS), a metabolic fingerprint was generated in 786-O cells following *SCD5* knockdown, and compared to 786-O cells.

The data set was first analyzed by principal component analysis (Supplementary Figure S1a). Statistical analysis revealed 12 significantly altered metabolites. These significantly altered endometabolites are displayed in a heat map showing range-scaled z-scores (Figure 6a). Distinct clustering is visible between *SCD5* knockdown cells and control. In *SCD5* knockdown cells, downregulated metabolites included key amino acids, such as glutamic acid and alanine, and some sugars (glucose 6-phosphate, fructose, threitol).

Next, the lipophilic extracts were analyzed by targeted liquid chromatography-mass spectrometry (LC/MS). Marked differences were observed in the principal component analysis of 786-O cells upon *SCD5* knockdown compared to control (Supplementary Figure S1b). A total of eight lipids were significantly altered in *SCD5* knockdown cells (Figure 6b). Four ceramides were upregulated in *SCD5*-deficient cells compared to control. As a bioactive lipid, ceramide has been implicated in a variety of physiological functions, including apoptosis, cell growth arrest, cell migration, and adhesion. Specifically, ceramide has been shown to accumulate in ccRCC patients irrespective of the tumor grade, whereas globosides decreased in a grade-dependent manner in ccRCC [23]. In *SCD5*-deficient cells Lactosylceramides (Lac-cer) and Hexosylceramid (Hex-ceramid), which belong, among others, to the globosides, were found to be downregulated (Figure 6b). Taken together, loss of SCD5 in ccRCC cells alters lipid metabolism towards increased ceramide production, and downregulation of globosides.

## 4. Discussion

Our study investigated the role of SCD5 in ccRCC, starting from its downregulation in human specimen and in ccRCC cell lines. Survival analysis revealed that low SCD5 expression was related to prognosis in ccRCC. VHL deficiency and cellular hypoxia caused suppression of SCD5 expression in an HIF-dependent manner. Importantly, our *C. elegans* analyses demonstrate that the link between VHL/HIF and SCD5 is conserved from nematodes to human. Furthermore, SCD5 seems to be involved in oncogenic transformation and cell proliferation.

### 4.1. Regulation of SCD5 Expression

The endogenous levels of SCD5 mRNA expression and protein levels were reduced in ccRCC tumor samples (Figure 1). The in vivo significance of this finding was corroborated by reduced SCD5 expression in *VHL*-defective ccRCC cells, and *VHL* shRNA knockdown cells (Figure 1d and Figure 2c). Conversely, transient over-expression of VHL resulted in a concomitant increase of SCD5 expression in ccRCC cells (Figure 2d,e). It is well established that inactivation of VHL results in stabilization of HIF2, and activation of its target genes, such as VEGF and PAI, for angiogenesis and proliferation [22]. SCD5 is also subjected to regulation by HIF2 in *VHL*-deficient ccRCC cells, as pharmacological inhibition of HIF2α in RCC4 and 786-O cells restored SCD5 expression (Figure 4). Together, these data show that the canonical VHL-HIF2 pathway regulates SCD5 expression in ccRCC.

Remarkably, the mechanism of SCD5 regulation by the VHL-HIF pathway is conserved in evolution between nematodes and mammals. Consistent with the suppression of SCD5 in *VHL*-deficient cells, *C. elegans vhl-1* null mutants displayed reduced *fat-7* (ortholog of SCD5) mRNA expression by qPCR (Figure 3). Similarly, *fat-7* expression was reduced under hypoxic conditions (Figure 3). Of note, HIF becomes stabilized under hypoxia, as well as loss of VHL function. In line with canonical VHL-HIF signaling, *fat-7* was significantly upregulated in *hif-1* mutants (Figure 3). Taken together, human and *C. elegans* data indicate a negative regulatory effect of HIF on SCD5/*fat-7* expression.

*SCD5* is regulated primarily on the transcriptional level by several different hormones (insulin, leptin), nutrients, and transcription factors (including SREBP1, EGR2, and PPAR) [24]. How could HIF2 limit SCD5 activity? HIF transcriptional activity can be repressed via post-translational modifications, and protein-protein interactions that block the binding of HIFα subunits to ARNT/HIFβ and p300/CBP [25]. Hydroxylation of HIF by FIH-1, or phosphorylation by casein kinase 1, inhibit HIF transcriptional activity [26]. Alternatively, HIF2 could regulate a transcriptional repressor. HIF has been shown to induce the transcriptional repressor DEC1, which inhibits adipogenesis by repressing PPARy [27]. In addition, microRNAs (miRs) have been shown to regulate SCD5 expression in melanoma cells. SCD5 mRNA is targeted by the oncogenic miR-221 and miR-222, and this correlates with melanoma progression [12]. The mechanism of HIF-mediated inhibition of SCD5 expression remains to be determined in future studies.

### 4.2. Role of SCD5 in Metabolism and Cell Proliferation

A large body of evidence has determined the role of SCD1 as an oncogenic factor, and also that the synthesis of MUFA is essential for cancer cells [28]. A growing number of studies suggest the possibility that SCD5 also has a role in the modulation of mitogenic and tumorigenic events. Analysis of breast cancer samples showed that low expression of SCD5 was associated with more aggressive cancer phenotypes, and correlates with the prognosis of breast cancer. The most affected biological functions by SCD5 were involved in negative regulation of the cell cycle and cell division [9]. It was shown, in a metastatic cell model for breast cancer, that over-expression of SCD5 decreased extracellular matrix deposition and hampered metastatic spreading [29].

Studies in melanoma found that SCD5 could protect against metastatic progression. Advanced melanomas down-regulate SCD5. Enforced expression of SCD5 in melanoma cells inhibits the secretion of extracellular matrix proteins, with the consequent impairing of tumor spreading [11]. Re-expression of SCD5 drove advanced melanoma cells toward differentiation, and reversed the epithelial-mesenchymal process [12]. In our study, we explored the role of SCD5 in ccRCC cell proliferation. While knockdown of SCD5 accelerated the rate of 786-O and RCC4 cell proliferation, SCD5 over-expression induced a reduction in cell proliferation (Figure 5e–g).

Our lipidomic data suggest that SCD5 deficiency leads to disruption of lipid homeostasis, resulting in accumulation of ceramides and downregulation of globosides (Figure 6b). Alteration of the fatty acid balance has a profound impact on the biophysical properties of all lipids, including membrane integrity, and has also been shown to influence ER stress and cell death [30]. Interestingly, accumulation of ceramide in ccRCC cell lines has been shown to induce NF-κB signaling, which might contribute to cancer development [31]. Together, our data suggest that low SCD5 activity contributes to ccRCC malignancy by modulation of lipogenic pathways, and is implicated in oncogenic proliferation. Of note, previous bioinformatic analyses identified SCD5 as a biomarker for ccRCC. SCD5 was significantly downregulated in ccRCC, and was incorporated in a prognostic risk score model that can predict the overall survival time of ccRCC patients [32,33].

Our observations, in conjunction with previous studies, suggest that the two SCD isoforms might play separate roles in the mechanisms of cancer. Studies that more comprehensively address the role of SCD5 in cell- and tissue-specific cancers are needed, to gain insight into the involvement of SCD5 in metabolism and tumorigenesis.

## 5. Conclusions

In summary, our study shows that mRNA and protein levels of SCD5/*fat-7* are substantially downregulated in *VHL*-deficient ccRCC tumor samples and ccRCC cells, as well as in C. elegans *vhl-1* loss-of-function mutants. Exposure to hypoxic conditions resembles VHL loss in both systems, suggesting that regulation of SCD5/*fat-7* occurs via the conserved VHL-HIF pathway. Genetic *hif-1* inhibition in *C. elegans*, and pharmacological HIF2 inhibition in ccRCC cells, restored SCD5/*fat-7* activity. Decreased SCD5 expression promotes ccRCC proliferation and affects lipid homeostasis. Taken together, our data extend previous findings, suggesting that SCD5 plays a key role in tumor formation.

## Figures and Tables

**Figure 1:**
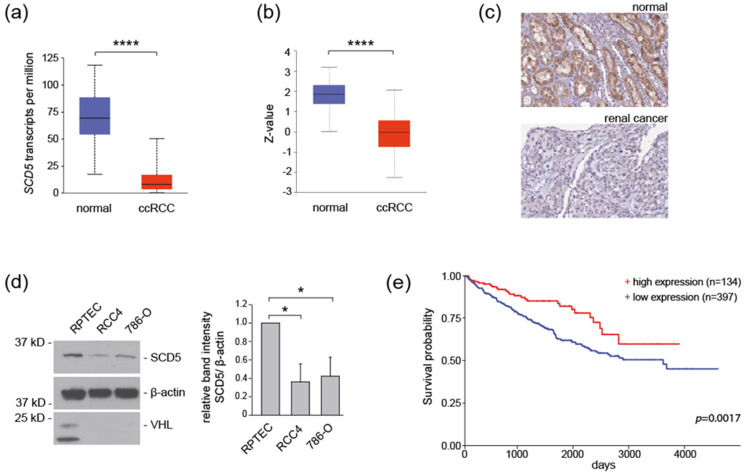
**SCD5 is downregulated in *VHL*-deficient ccRCC tumors and cell lines.** (**a**) Expression of *SCD5* mRNA in TCGA ccRCC (*n* = 533) and normal kidney samples (*n* = 72). **** *p* < 0.0001. The analysis was performed using the UALCAN/TCGA platform. (**b**) SCD5 protein expression is reduced in ccRCC (*n* = 110) compared to normal kidney samples (*n* = 84) (CPTAC dataset). **** *p* < 0.0001. (**c**) Representative result of SCD5 expression using renal cancer (https://www.proteinatlas.org/ENSG00000145284-SCD5/pathology/renal+cancer#img, accessed on 9 June 2021) and normal kidney samples (https://www.proteinatlas.org/ENSG00000145284-SCD5/tissue/kidney#img, accessed on 9 June 2021) from the Human Protein Atlas. (**d**) SCD5 protein levels are reduced in RCC4 and 786-O ccRCC cells compared to RPTEC. Cell lysates of RCC4, 786-O, and RPTEC cells were analyzed by Western blot using anti-SCD5 antibody. Protein levels of SCD5 were quantified using LabImage 1D software and normalized to β-actin protein levels. The right panel shows quantification of relative SCD5 protein levels from three independent experiments. Data are presented as mean ± SEM. * *p* < 0.05 (*t*-test). kD, kilodalton. Full-length blots are presented in Supplementary Figure S2. (**e**) low SCD5 expression (*n* = 134) correlates with shorter overall survival (high SCD5 expression, *n* = 397). The analysis was performed using the UALCAN platform.

**Figure 2:**
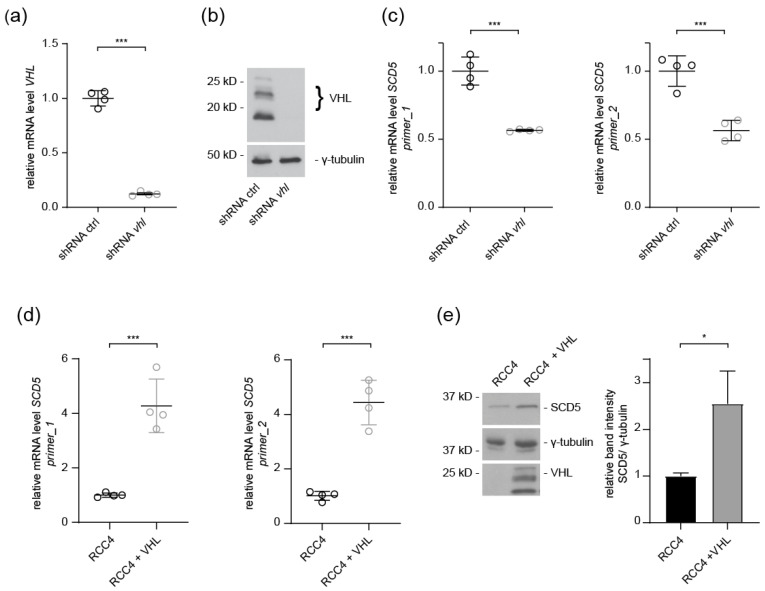
**SCD5 expression in ccRCC cells is VHL dependent.** (**a**) mRNA levels of *VHL* in HeLa cells infected with inducible control-shRNA or *VHL*-specific shRNA assayed by RT-qPCR; HSPCB was used as the reference gene. *n* = four. Data are presented as mean ± SEM. *** *p* < 0.001 (*t*-test). (**b**) Representative blot showing VHL expression in HeLa cells infected with lenti-control shRNA or lenti-VHL shRNA. Full-length blots are presented in Supplementary Figure S2. (**c**) SCD5 mRNA levels are affected by VHL. qPCR analysis of HeLa cells expressing shRNA against control or VHL. Two different primer sets were used for *SCD5* mRNA analysis; HSPCB was used as the reference gene. *n* = four for each experiment. Data are mean ± SEM. *** *p* < 0.001 (*t*-test). (**d**) Analysis of *SCD5* mRNA levels in RCC4 cells and RCC4 cells expressing VHL. Cell lysates were prepared from *VHL*-deficient RCC4 cells and cell lines transduced with VHL (RCC4 + VHL); GAPDH was used as the reference. *n* = four for each experiment. Data are mean ± SEM. *** *p* < 0.001 (*t*-test). (**e**) Western blot demonstrating SCD5 expression in RCC4 cells (*VHL* deficient) and RCC4 cells transduced with VHL. Full-length blots are presented in Supplementary Figure S2. Right panel shows quantification of relative SCD5 levels from three independent experiments. * *p* < 0.05 (*t*-test).

**Figure 3:**
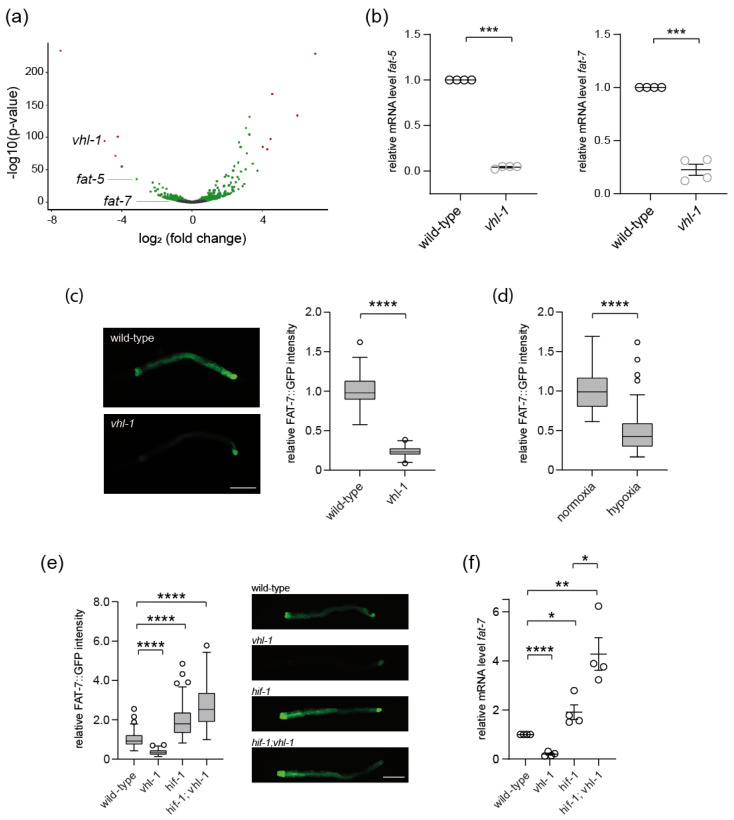
***fat-7*/SCD5 is downregulated in *C. elegans vhl-1* mutants.** (**a**) Volcano plot showing differentially expressed genes between *vhl-1* mutants and wild-type. (**b**) *fat-5* and *fat-7* expression is downregulated in *vhl-1* mutants. *fat-5 and fat-7* mRNA expression in wild-type animals and *vhl-1(ok161) mutants* was analyzed by RT-qPCR. Data are mean ± SEM of four independent experiments. *t*-test. *** *p* < 0.001. (**c**) *vhl-1* mutants show reduced FAT-7::GFP expression. Representative fluorescence images of otherwise wild-type and *vhl-1(ok161)* animals expressing a *fat-7*::GFP translational reporter (nIs590). Scale bar indicates 100 μm. Right panel shows quantification of FAT-7::GFP in wild-type and *vhl-1* mutants. Three independent experiments were performed. n > 50 for each condition. Mean ± SEM. **** *p* < 0.0001 (*t*-test). (**d**) Effect of hypoxia on FAT-7::GFP expression. Wild-type animals expressing FAT-7::GFP were exposed to low oxygen (0.5% in a hypoxia chamber) and compared to controls grown under standard conditions (21% oxygen). Quantification of FAT-7::GFP expression. n > 50 for each condition. Mean ± SEM. **** *p* < 0.0001 (*t*-test). (**e**) VHL-1 and HIF-1 antagonistically regulate *fat-7* expression. Fluorescence micrographs of wild-type, *hif-1(ia04)*, *vhl-1(ok161)*, and *hif-1;vhl-1* mutants showing expression of FAT-7::GFP. Scale bar indicates 100 μm. Left panel shows quantification of FAT-7::GFP fluorescence intensity. Three independent experiments, n > 50 for each genotype. Mean ± SEM. **** *p* < 0.0001 (ANOVA). (**f**) Inactivation of *hif-1* abrogates downregulation of *fat-7* expression in *vhl-1* mutants. RT-qPCR results showing *fat-7* mRNA levels in wild-type, *vhl-1(ok161)*, *hif-1(i104)*, and *hif-1;vhl-1* mutants. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 (*n* = four for each genotype).

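Of the 16596 genes tested, 207 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, of which 145 were higher and 62 were lower in *vhl-1* mutants. The groups did not overlap in any of these 207 genes. Over all tested genes they did not overlap in 14.4%, where chance gives 10% for 3 libraries against 3. DESeq2 moved the number of genes most among the alternative tests without a replicate term, to 653, of which 51.6% were higher in *vhl-1* mutants against 70.0% with edgeR's test. The number depended on single libraries as well, since 49 genes passed the cut-off without the second wild type library and 50 without the third *vhl-1* library. Among genes past the cut-off, *gst-19* rose the furthest, from 0.271 ± 0.0385 to 118 ± 23.7 CPM (SD, n = 3 each), a log2 fold change of 8.77 (standard error 0.24, edgeR adjusted p = 9.16e-05). It was followed by *comt-4* with a log2 fold change of 8.15, whose exons overlap another gene on the opposite strand. *21ur-1334* and *col-78* had 0 reads in every wild type library and were at least 7.80-fold and 7.35-fold higher in *vhl-1* mutants, against a floor of 3 reads. *col-78* lost its adjusted p-value under 0.05 whenever any 1 library was left out, and *21ur-1334*, a piRNA gene within the induced gene *sqrd-1*, lost it in all but the fit without the first wild type library. *srx-12* had a log2 fold change of 5.47. The furthest decrease was that of *nkat-3*, on chromosome X from 15441731 to 15443630. It had 45.8 ± 4.91 CPM (SD, n = 3) in wild type animals and at most 2 reads in any *vhl-1* library, and was at least 941-fold lower. After *vhl-1*, the next decreases were those of the neighboring genes *pud-4* and *pud-3*, with log2 fold changes of -5.75 and -5.50, and of *F08G12.1*, the gene next to *vhl-1*, with -4.90 (standard error 0.21, edgeR adjusted p = 0.00022). The reference genes of the RT-qPCR, *cdc-42* and *Y45F10D.4* (listed as *iscu-1*), had log2 fold changes of 0.01 and 0.03 (edgeR adjusted p = 1.00 for both). The log2 fold change of *hif-1* mRNA was -0.12 (edgeR adjusted p = 0.94). Of the other desaturase genes, *fat-3* had a log2 fold change of 0.96 whose call depended on the test, as it did not pass the cut-off with edgeR's quasi-likelihood test (adjusted p = 0.16) and passed it with DESeq2 (log2 fold change 0.95, adjusted p = 0.011). The genes *fat-1*, *fat-2* and *fat-4* had log2 fold changes of 0.02, 0.00056 and 0.32.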

**Figure 4:**
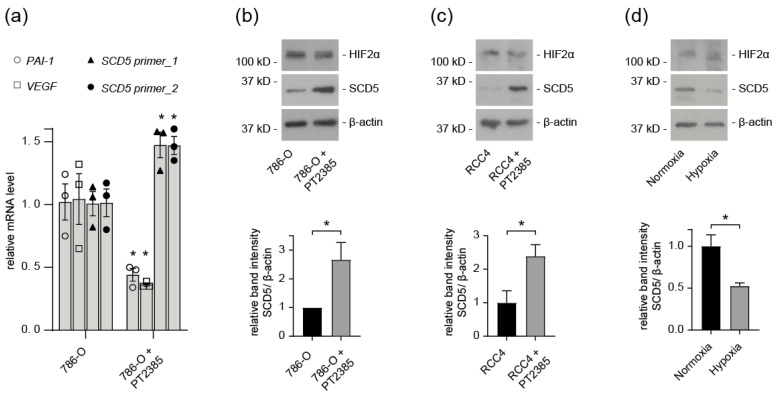
**SCD5 expression depends on HIF2α.** (**a**) 786-O cells were incubated with the HIF2α inhibitor PT2385 (1 µmolar) for 72 h. RNA expression of *SCD5*, *VEGF*, and *PAI-1* were assessed by RT-qPCR relative to HSPCB. *n* = three for each experiment. Data are represented as mean ± SEM. * *p* < 0.05 compared to untreated cells (*t*-test). (**b**) SCD5 protein levels are restored after treatment with the HIF2α inhibitor PT2385. The 786-O cells were incubated with the HIF2α inhibitor PT2385 (1 µmolar) or DMSO (control) for 72 h, and cell lysates were assessed by immunoblotting with anti-SCD5 and anti-HIF2α antibody. Quantification of three independent experiments. Data represent mean ± SEM. * *p* < 0.05 (*t*-test). kD, kilodalton. Full-length blots are presented in Supplementary Figure S2. (**c**) Immunoblot of RCC4 cells that were treated with PT2385 (1 µM) or DMSO control. Quantification of relative SCD5 levels from three independent experiments. Data are presented as mean ± SEM. * *p* < 0.05 (*t*-test). Full-length blots are presented in Supplementary Figure S2. (**d**) SCD5 protein levels after hypoxia treatment of RPTEC cells. Quantification from three independent experiments. Data represent mean ± SEM. * *p* < 0.05 (*t*-test). kD, kilodalton. Full-length blots are presented in Supplementary Figure S2.

**Figure 5:**
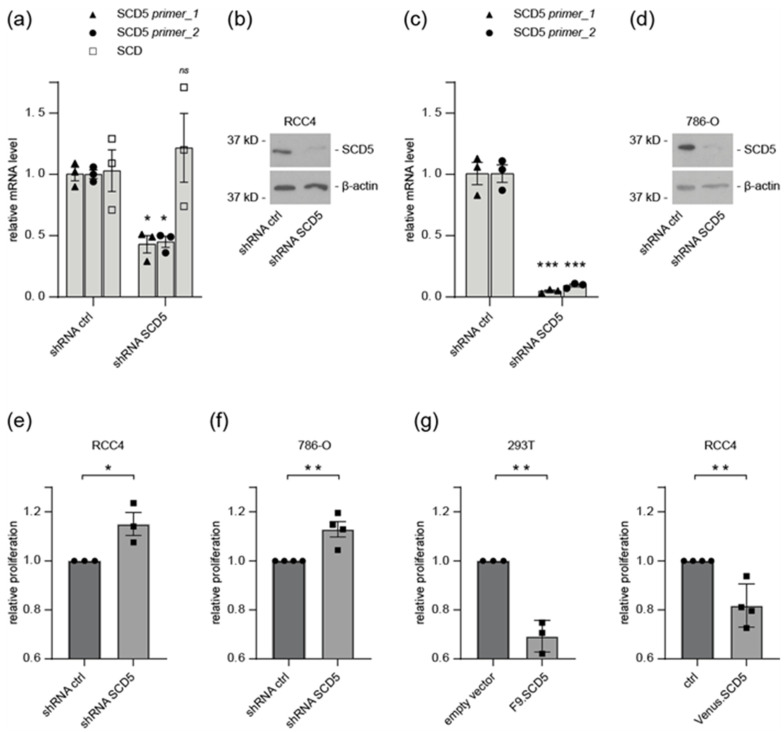
**SCD5 affects cell proliferation.** (**a**) RT-qPCR analysis of SCD5 and SCD in RCC4 cells infected with inducible control or *SCD5*-specific shRNA. Two different primer sets were used for *SCD5* mRNA analysis. SCD5 shRNA does specifically affect SCD5, as SCD was not down regulated. HSPCB was used as the reference gene, *n* = three. Data are presented as mean ± SEM. * < 0.05 (*t*-test). (**b**) Western blot of shRNA-mediated knockdown of *SCD5* in RCC4 cells. (**c**) mRNA levels of *SCD5* in 786-O cells infected with control-shRNA or *SCD5*-specific shRNA, assayed by qPCR; β-actin was used as the reference gene. *n* = three. Data are presented as mean ± SEM. *** *p* < 0.001 (*t*-test). (**d**) Western blot of shRNA-mediated knockdown of *SCD5* in 786-O. (**e**) Knockdown of SCD5 induces cell proliferation. Cell viability of RCC4 cells upon shRNA *SCD5* knockdown was assayed compared to control. Data are presented as mean ± SEM of three independent experiments. * *p* < 0.05 (*t*-test). (**f**) Cell viability of 786-O cells upon shRNA *SCD5* knockdown was assayed compared to control. Data are presented as mean ± SEM of three independent experiments. ** *p* < 0.01 (*t*-test). (**g**) Overexpression of SCD5 in 293T and RCC4 cells reduces cell proliferation. Cell viability was assayed in 293T and RCC4 cells transfected with Flag-tagged SCD5, or transduced with Venus-tagged SCD5, as indicated. Data are presented as mean ± SEM of three independent experiments. ** *p* < 0.01 (*t*-test).

**Figure 6:**
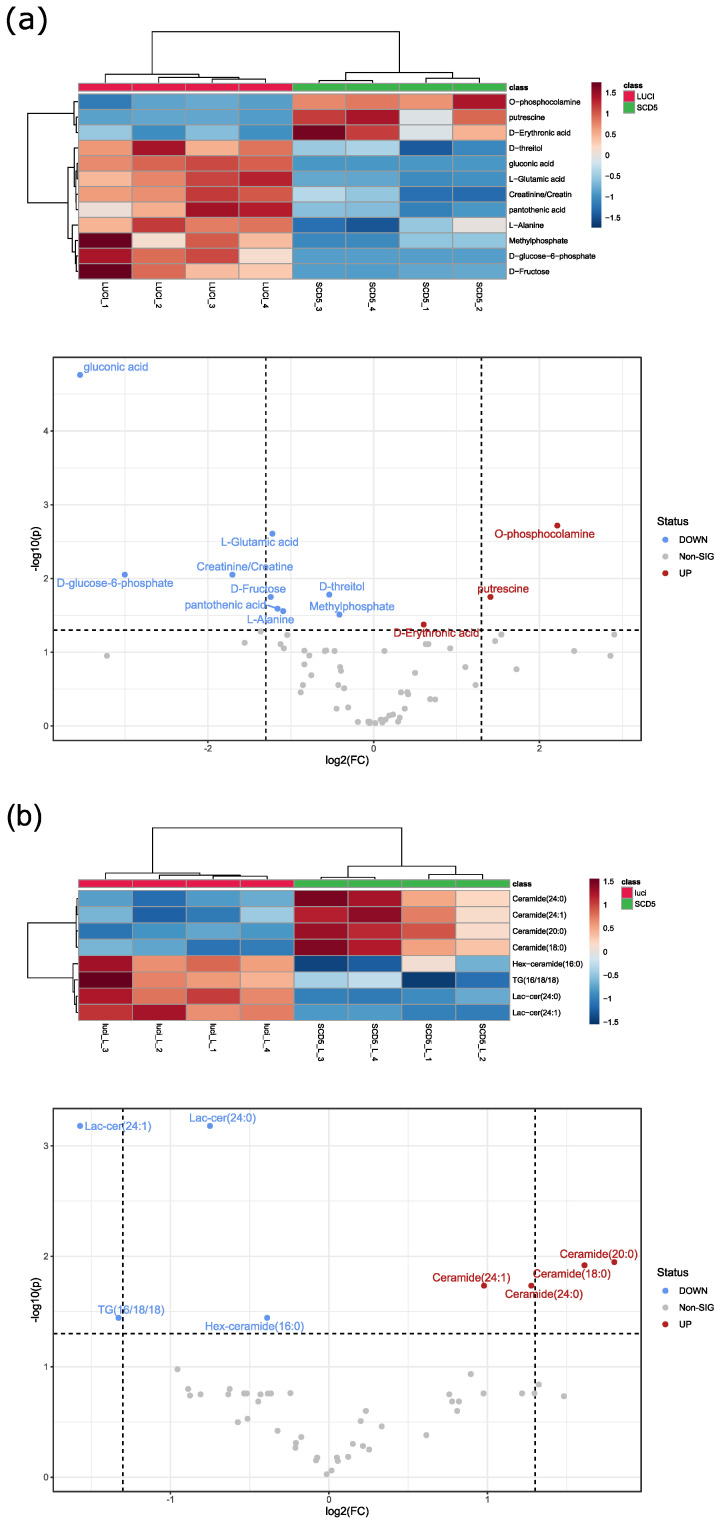
**Metabolic and lipidomic assessment of ccRCC cells following SCD5 knockdown.** (**a**) Heat map and volcano plot analysis of endometabolites in 786-O cells infected with control or *SCD5*-specific shRNA. Only significantly altered metabolites (unpaired *t*-test, corrected for multiple testing) are displayed. Cluster analysis after Euclidian and Ward are displayed on top for samples, and on the left side for metabolites. Red: control 786-O cells. Green: *SCD5* shRNA 786-O cells. Range scaled z-scores are displayed. *n* = four. (**b**) Heat map and volcano plot analysis of significantly altered lipids in 786-O cells infected with control or *SCD5*-specific shRNA. Significance was determined by *t*-test. Cluster analysis after Euclidian and Ward revealed marked differences in *SCD5* knockdown conditions. Red: control 786-O cells. Green: *SCD5* shRNA 786-O cells. Range scaled z-scores are displayed. *n* = four.

## Data Availability

RNA-seq datasets have been deposited in GEO (Gene Expression Omnibus) under the accession number # GSE224016.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12060835/s1, Figure S1: Principal component analysis of metabolic and lipidomic alterations by SCD5 in ccRCC cells. (a) Principal component analysis of metabolites in 786-O cells infected with control or *SCD5*-specific shRNA. Knockdown of *SCD5* showed an impact on the metabolome in 786-O cells. PC: principal component. Red: control. Blue: *SCD5* shRNA knockdown. Green: quality control samples. Dots represent samples, shaded area: confidence interval. *n* = four. (b) Principal component analysis of lipids in 786-O cells infected with control or *SCD5*-specific shRNA. Knockdown of *SCD5* showed an impact on the metabolome in 786-O cells. PC: principal component. Red: control. Blue: *SCD5* shRNA knockdown. Green: quality control samples. Dots represent samples, shaded area: confidence interval. *n* = four. Figure S2: Uncropped Western blots for Figure 1, Figure 2, Figure 4 and Figure 5.

# Supplementary material for: SCD5 Regulation by VHL Affects Cell Proliferation and Lipid Homeostasis in ccRCC
**Source:** Cells. 2023 Mar 8;12(6):835. doi: 10.3390/cells12060835

Supplementary Figure S1

(a)

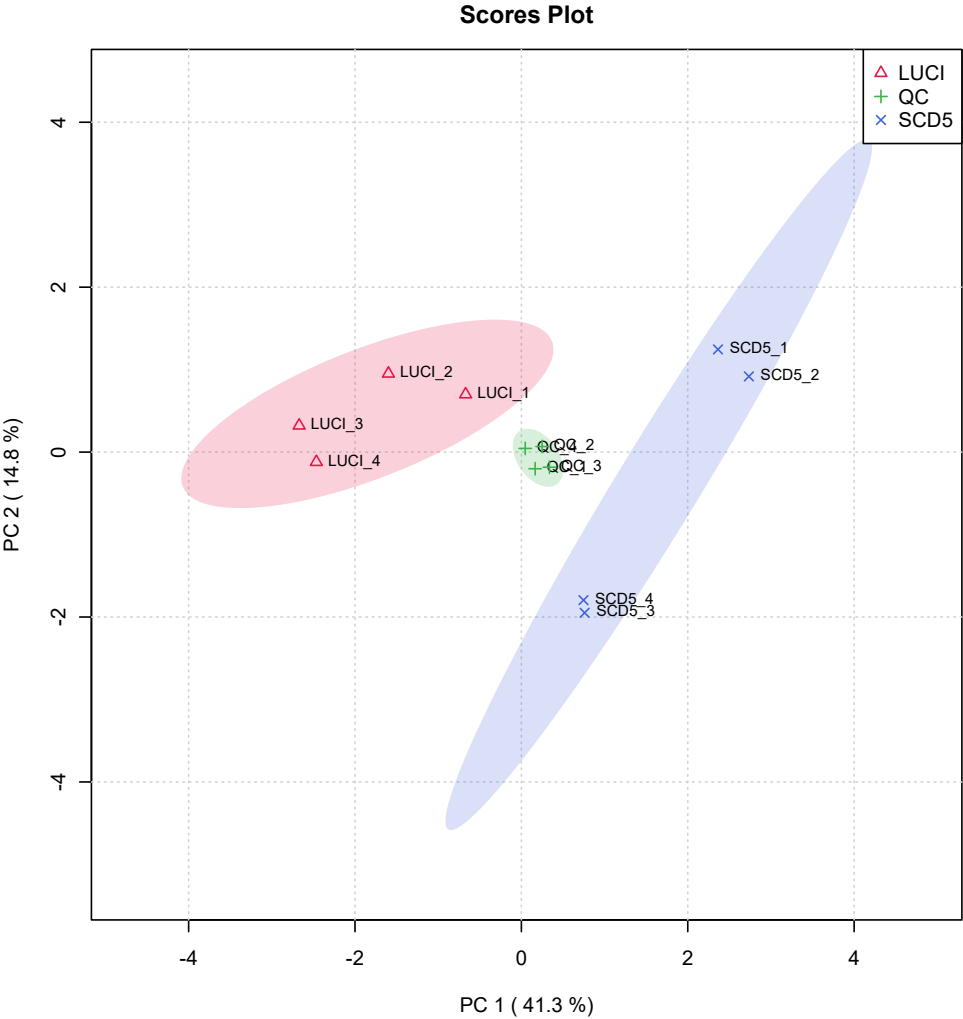

(b)

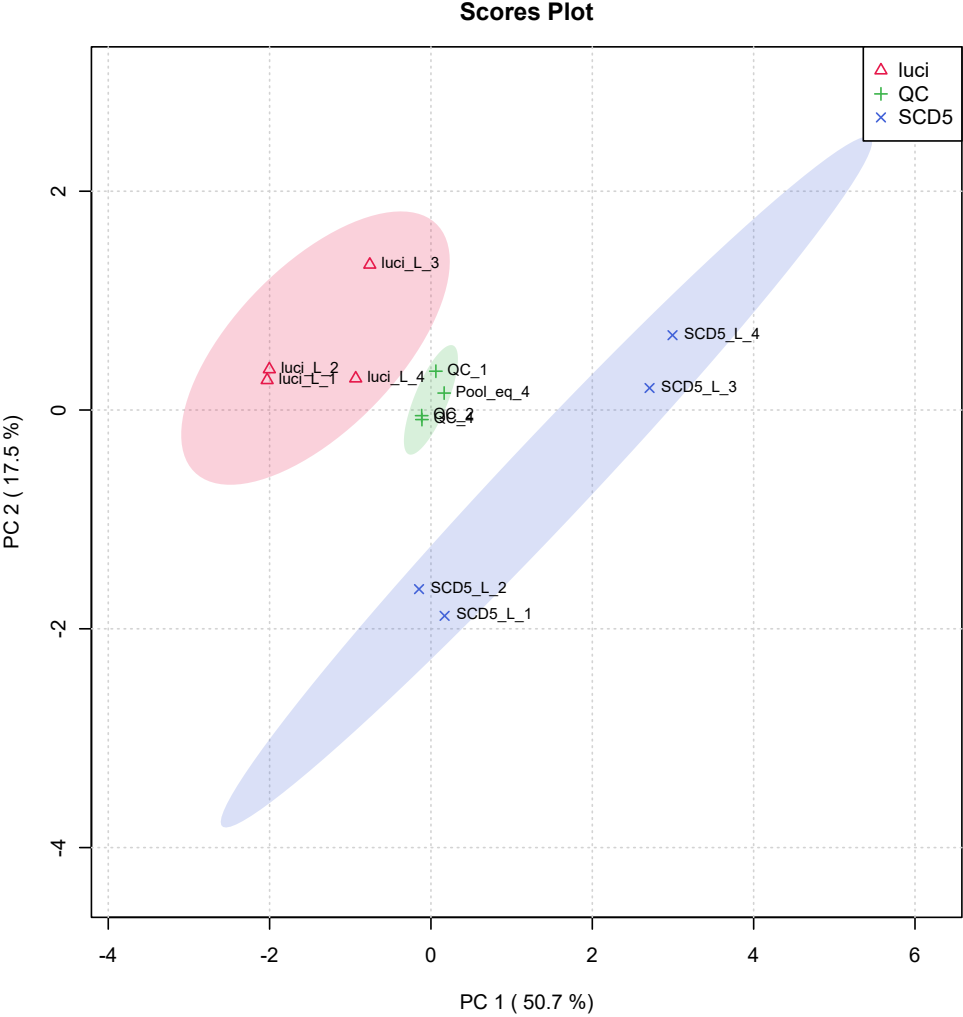

Supplementary Figure S2: Uncropped Western blots including replicates for quantitative analyses

Figure 1d

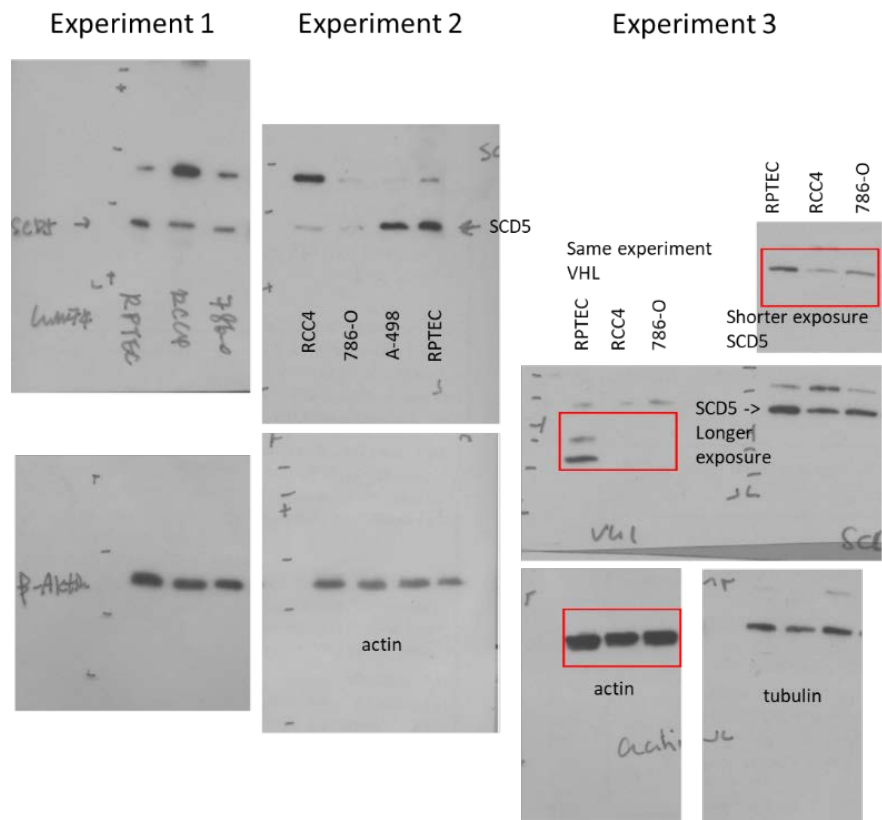

Figure 2b

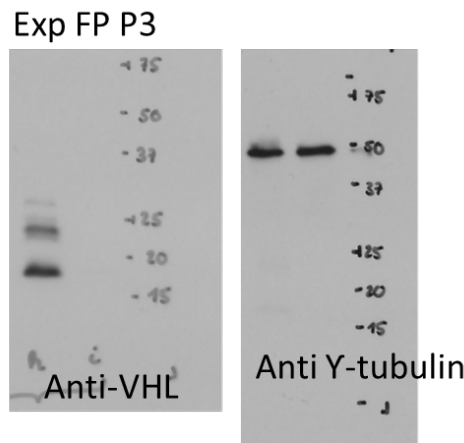

Figure 2e

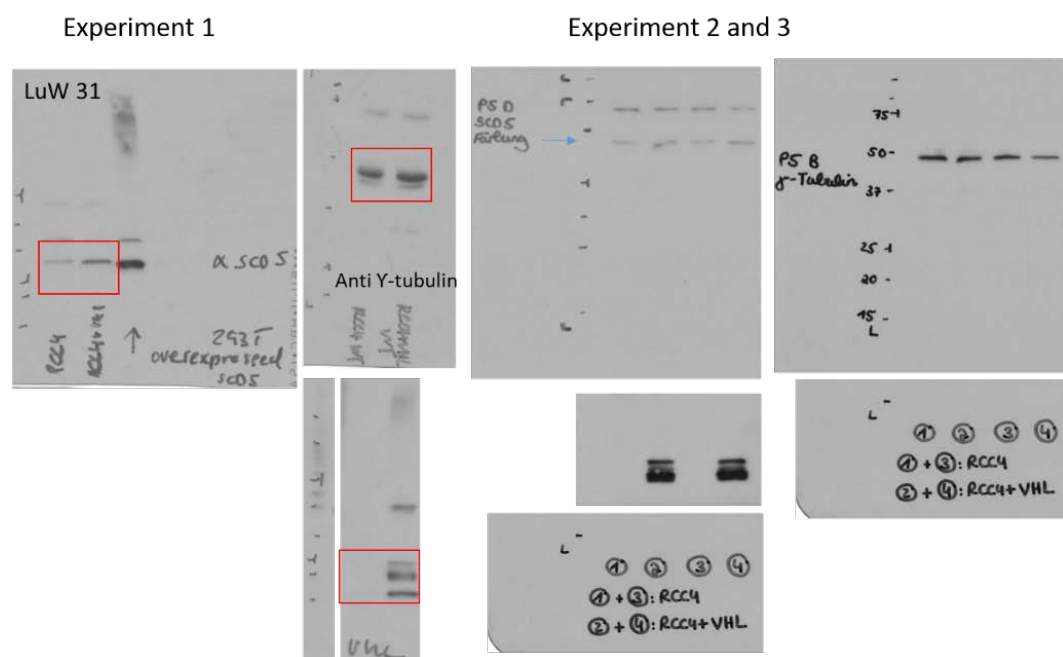

Figure 4b

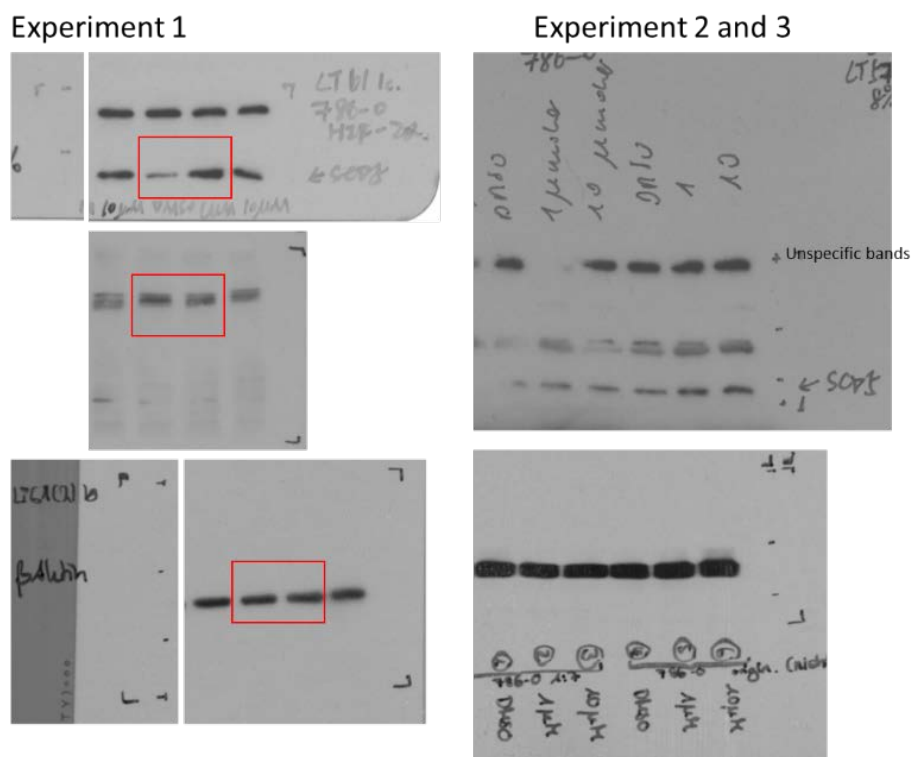

Figure 4c

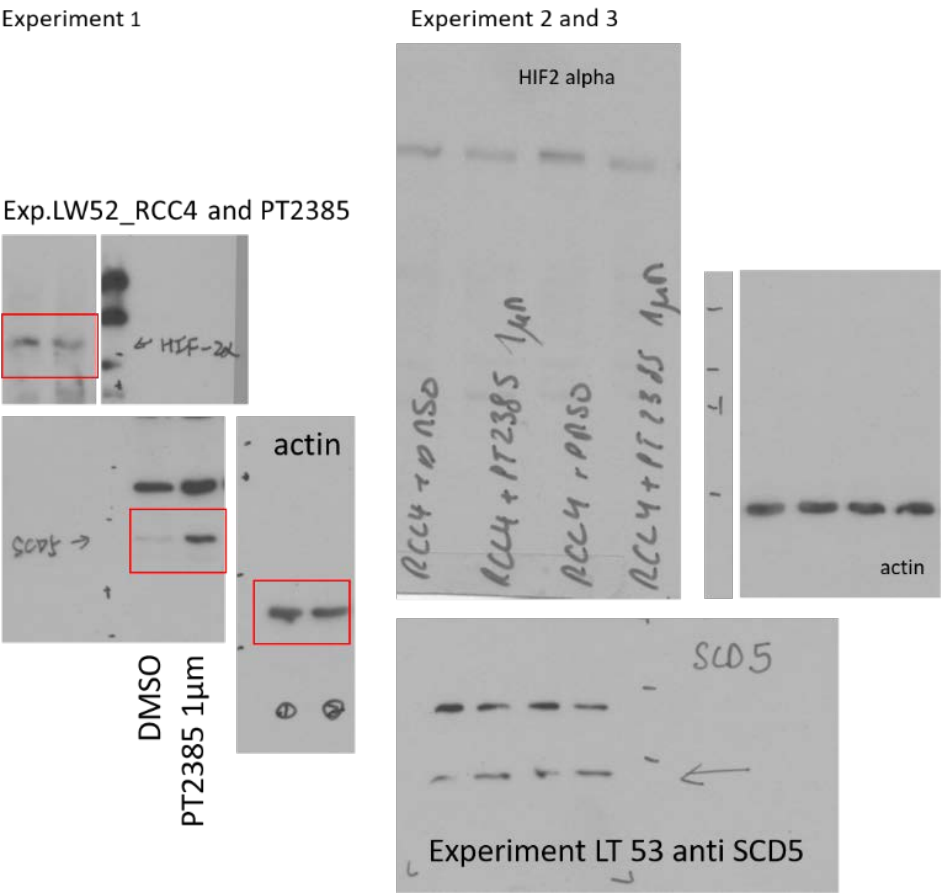

Figure 4d

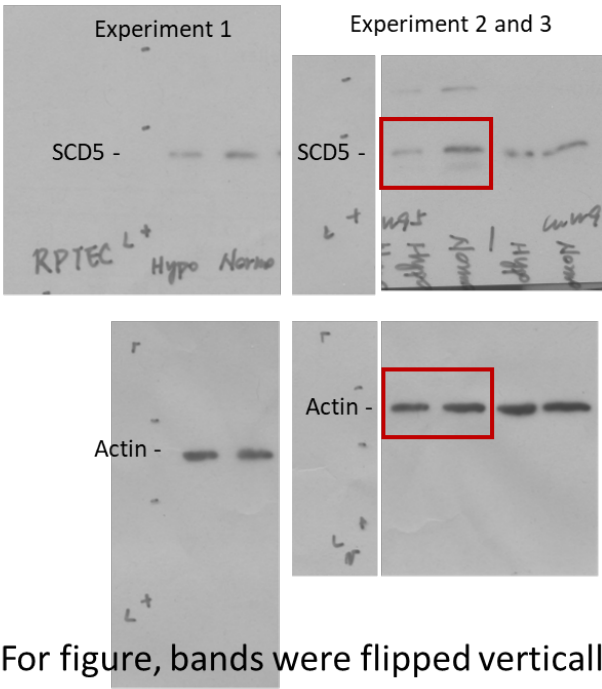

Figure 5b and Figure 5d

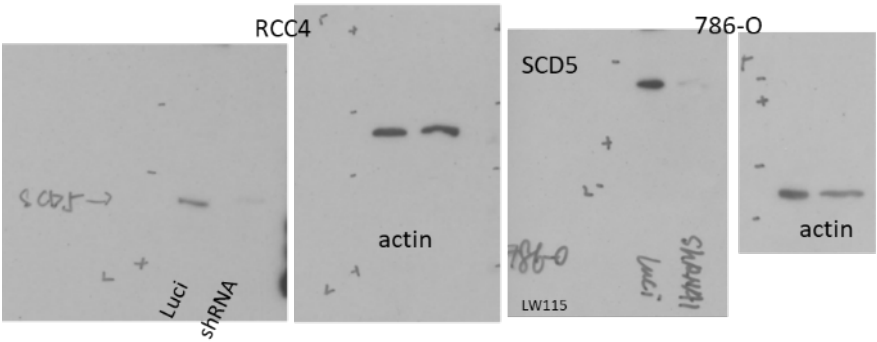

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

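RNA was measured in whole young adult *C. elegans*, in 3 libraries from wild type animals and 3 from *vhl-1(ok161)* mutants. The authors trimmed single-end reads of 50 bp, aligned them with STAR, counted them per gene with featureCounts, and deposited these raw counts, one set per library, without normalization or a filter. The paper's text does not name the genome build, the annotation release, the strand setting or the handling of reads that map to several genes. Each deposited set of counts ends with 1 blank row that names no gene and carries no reads.

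The deposited counts were used as they are. Gene symbols and positions came from the Ensembl release 115 annotation of WBcel235, in which 46603 of the 46778 gene identifiers were found. The 175 others held 0.0773% of all reads. The total of reads on genes per library lay between 52462303 and 82910026, with a median of 61895153 for wild type animals and 81598060 for *vhl-1* mutants. A gene with 3 reads or fewer in every library of a genotype was taken as at the floor, and its change is given as a lower bound.

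Genes were tested in R 4.3.3 with edgeR 4.0.16: the filterByExpr filter, TMM normalization, the quasi-likelihood test on genotype and Benjamini-Hochberg adjustment over 16596 genes, with a threshold of 0.05. Standard errors of log2 fold changes follow from the fold change and its F statistic. CPM values are TMM-normalized. Levels of *fat-5* and *fat-7* were compared with a two-sided exact permutation test over 20 arrangements, whose smallest p is 0.1. Gene sets were tested with camera in limma 3.58.1, with a preset correlation between genes of 0.01 and adjustment over 8 sets (HIF-1 targets, glycolysis, fatty acid synthesis, oocyte and eggshell, sperm, germline, yolk proteins, larval cuticle and molting), whose genes were listed from general knowledge. The share of calls within 1 Mb of *vhl-1*, and on its chromosome, was compared with the other genes by Fisher's exact test.

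The text names the *C. elegans* genes the paper names, the paralog *fat-6* and the desaturases *fat-1* to *fat-4*, and the 5 largest increases and 5 largest decreases among genes past the threshold whose groups did not overlap. Members of the 8 sets are named where they passed the threshold. Design, gene sets, naming rule and most alternatives were set before the data were examined. Genes beside a named gene were looked up after its values were seen.

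The alternatives were DESeq2 1.42.0, other normalizations, other filters on low counts, each library left out in turn, a term for the replicate number, other set tests and stricter thresholds. 4 more were chosen after the data were seen: DESeq2 with shrunken fold changes, edgeR's likelihood ratio test, limma-voom, and a covariate for the expression of oocyte genes. The difference between genotypes in log2 CPM or a set's score beside the oocyte score, from a linear model with a 95% interval, was also chosen after the data were seen. Leaving libraries out of the CPM levels was also chosen then. A correction for GC content was not run. No 2 replicates differed by as little as sampling noise: the chi-square of their counts per gene was at least 45.9, where noise alone gives about 1.

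The tests were checked on simulated counts with 200 genes changed by 2 on the log2 scale. edgeR recovered 99.5% of them among 16623 genes, with 6.13% of its calls false, and DESeq2 recovered 99.5% among 17560 genes, with 11.9% of its calls false. Of 8 simulated sets, camera called only the 1 that had been shifted, among 16610 genes. Each simulated gene was drawn independently with the same dispersion of 0.06, and the changed genes came from the better expressed ones. Real libraries of 1 genotype also differed across whole gene sets, so these rates need not hold for the real counts.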

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

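The explanations weighed here were all tested only after the results had been seen, with the tests and their limits chosen at that point. With 3 libraries against 3 there are 10 splits of the libraries, so the share of splits with a result as large as the real one cannot fall under 0.1.

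Beyond *vhl-1*, *fat-5* and *fat-7*, the paper discusses none of the genes that differed. 205 other genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Only the real split gave as many genes as 207, which makes 1 of the 10 splits, and the other 9 gave 0.

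The HIF-1 target set was higher in *vhl-1* mutants, a signal in genes outside those the paper discusses. Its median log2 fold change was 2.54 (12 of 13 genes higher, camera adjusted p = 2.53e-29), and the call held under fry (adjusted p = 2.51e-05) and with an estimated correlation (adjusted p = 0.0055). 11 genes passed the threshold over all genes and 12 adjusted over the list alone: *sqrd-1*, *F22B5.4*, *fmo-2*, *nhr-57*, *rips-1*, *rhy-1*, *ethe-1*, *phy-2*, *egl-9*, *cah-4* and *efk-1* over all genes, and *cysl-2* over the list. Neither developmental timing, as far as the oocyte genes track it, nor the scaling accounts for the whole change. The median was 2.53 with the expression of oocyte genes as a covariate (camera adjusted p = 8.16e-18, and 0.025 with an estimated correlation) and 2.58 with library size alone. 1 of the 10 splits, the real one, gave a camera p as small. The induction of a hypoxia program by loss of *vhl-1*, which the paper describes as background, remains a hypothesis for these libraries that is consistent with the values.

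The glycolysis set was higher in *vhl-1* mutants, with a median log2 fold change of 0.27 (13 of 19 genes higher, camera adjusted p = 8.17e-05). 2 genes, *tpi-1* and *ipgm-1*, passed the threshold over all genes and 10 adjusted over the list alone. The call held under fry (adjusted p = 0.0064) but not with an estimated correlation (adjusted p = 0.33). The scaling does not account for the whole change, since library size alone gave a median of 0.30. Developmental timing, as far as the expression of oocyte genes tracks it, does not account for the whole change either. The mean oocyte score was close between genotypes (0.088 in wild type animals, -0.065 in *vhl-1* mutants), so this is a weak test of timing. With the oocyte covariate the median was 0.24 and the set kept its call in the same test (camera adjusted p = 4.20e-05), and the difference between genotypes in the set's score beside the oocyte score was 0.32 (95% interval 0.14 to 0.50). With an estimated correlation the set missed the threshold with the covariate (adjusted p = 0.41) as it did without. 1 of the 10 splits gave a camera p as small.

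The yolk protein set was lower in *vhl-1* mutants, with a median log2 fold change of -1.76 (6 of 6 genes lower, camera adjusted p = 0.00018). None of the 6 genes passed the threshold over all genes or over the list alone, and the call was lost under fry (adjusted p = 0.30) and with an estimated correlation (adjusted p = 0.44). 2 of the 10 splits gave a camera p as small. The first wild type library carried much of the difference: without it the median was -0.89, against -2.51 without the first *vhl-1* library. An exchange of reads between near-identical *vit* genes is argued against by the highest of the 6 log2 fold changes, -1.31, and the scaling by the median of -1.73 with library size alone. Timing, as far as the oocyte genes track it, does not account for the whole difference. The median was -1.58 with the oocyte covariate, and the difference in the set's score beside the oocyte score was -1.73 (95% interval -2.66 to -0.80). The oocyte score differed little between genotypes, and the yolk genes had themselves been listed as a stage marker, so a difference in timing stays open. With an estimated correlation the set missed the threshold with the covariate too (adjusted p = 0.30). Whether it differs between genotypes at all stays uncertain, given the calls lost under the other set tests.

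*F08G12.1*, the gene upstream of *vhl-1* on the opposite strand, had a log2 fold change of -4.90, and the paper does not discuss it. It lies from 11302015 to 11305873 on chromosome X. Reads shared with the overlapping gene *F08G12.3* cannot account for the loss, because the overlap covers at most 4.44% of the exonic bases of *F08G12.1*. A loss of the whole region is argued against by the outer neighbors *F08G12.3* and *F08G12.5*, of which the lower log2 fold change was -0.36. Whether the *ok161* lesion reaches the start of *F08G12.1*, or its transcription depends on *vhl-1*, was not tested.

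*nkat-3* was at least 941-fold lower in *vhl-1* mutants, and the paper does not discuss it. A loss that spans its neighbors is argued against by *mocs-1* and *R03A10.5*, of which the lower log2 fold change was -0.99. Its reads were not assigned to the paralog *nkat-1* in place of it, since the mean CPM of *nkat-1* changed by -1.97% of the loss of *nkat-3*. A variant of the mutant strain within *nkat-3*, which lies on the same chromosome as *vhl-1*, and regulation by *vhl-1* both stay open and were not tested.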

How the results depend on the processing

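*vhl-1*, *fat-5* and the HIF-1 target set kept their direction and their side of the threshold under every alternative that gave a value. The CPM levels of *fat-5* and *fat-7* were lower in *vhl-1* mutants under each scaling tried and with each library left out in turn, but their exact permutation test cannot give a p under 0.1 and says nothing about stability. *vhl-1* and *nkat-3* could not be tested with at least 10 counts in every library. The corrections for GC content, alone and with the replicate term, were not run because no genome sequence was used here. The log2 fold change of *fat-5* lay between -4.52 and -3.95 with a library left out and between -4.32 and -3.15 over the other alternatives.

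*fat-7* kept its direction and missed the threshold under each other normalization and filter of edgeR's quasi-likelihood test, with adjusted p between 0.071 without a filter and 0.14. It passed with DESeq2 (log2 fold change -2.21, adjusted p = 0.00013) and, among tests chosen after seeing the data, with DESeq2's shrunken fold changes (-1.34, adjusted p = 0.00016) and edgeR's likelihood ratio test (-2.21, adjusted p = 0.00096), but not with limma-voom (adjusted p = 0.11). Over all alternatives for *fat-7* alone, the adjusted p ran from 6.74e-15 (DESeq2 with the replicate block) to 0.47 (edgeR's quasi-likelihood test without the third *vhl-1* library). The counts of *fat-6* and *fat-7* added together gave an edgeR adjusted p of 0.78.

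The 207 genes past the threshold became 653 with DESeq2 (206 of the 207 shared) and 65 at an adjusted p under 0.01. With the alternatives chosen after seeing the data they became 648 (shrunken fold changes), 575 (likelihood ratio test), 514 (oocyte covariate) and 185 (limma-voom). Of the calls, 70.0% were higher with edgeR and 51.6% with DESeq2. The 6 fits that each left out one library gave from 49 to 1.6e+02 genes (rounded). The cause of the difference between the tests was not tested.

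Whether the replicate numbers pair the libraries stayed unsettled. The deviations of same-numbered libraries correlated at 0.55 and 0.44 for the first and the second and at -0.016 for the third. With a replicate block, edgeR gave 354 genes and DESeq2 909, and *fat-7* passed the threshold with -2.33 (adjusted p = 0.021) and -2.35. The larval cuticle and molting set passed with 0.53, and the odds ratios of calls near *vhl-1* and on its chromosome were 0.931 and 1.05.

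The yolk protein set (-1.76) lost its call under fry and with an estimated correlation, and the glycolysis set (0.27) with an estimated correlation. Sets without a call moved with single libraries. Leaving out one library in turn gave medians from -0.54 to 0.40 for the oocyte and eggshell set, -0.23 to 0.17 for the sperm set, -0.13 to 0.069 for the germline set, 0.0051 to 0.68 for the larval cuticle and molting set and -0.22 to -0.075 for the fatty acid synthesis set. All but the germline set passed the threshold in at least 1 of these 6 fits.

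Calls within 1 Mb of *vhl-1* had an odds ratio of 1.35, which was 0.758 with DESeq2, 0.712 within 2 Mb, 1.74 at an adjusted p under 0.01 and 0.966 to 2.26 with a library left out. On the chromosome of *vhl-1* the odds ratio of 0.616 (Fisher's exact test, p = 0.044) became 1.28 with DESeq2 (p = 0.025, in the opposite direction), 0.630 with at least 10 counts, 0.870 at an adjusted p under 0.01 and 0.654 to 0.951 with a library left out, where it passed no threshold. The causes were not tested.

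Changes near 0 switched sign. *fat-2* (0.00056) was -0.010 with DESeq2, -0.0079 with its size factors in edgeR, -0.0026 and -0.012 with the replicate block in edgeR and DESeq2, -0.0090 with shrunken fold changes, -0.0013 with limma-voom and -0.040 with the oocyte covariate, where *fat-1* was -0.023. *cdc-42* was -0.0017, -0.0015 and -0.0016 with DESeq2, its replicate block and its shrunken fold changes. Leaving out one library gave -0.13 to 0.12 for *fat-1*, -0.15 to 0.085 for *fat-2*, -0.36 to 0.0031 for *fat-6*, -0.012 to 0.022 for *cdc-42* and -0.021 to 0.088 for *iscu-1*. Among the named genes other than *vhl-1*, *fat-5* and *fat-7*, 11 values were weaker, all for *col-78* and *21ur-1334* with a library left out, and 6 were stronger, all for *fat-3*. *fat-3* (log2 fold change 0.96, edgeR adjusted p = 0.16) passed the threshold with DESeq2 (adjusted p = 0.011), with the replicate block in edgeR (adjusted p = 0.017) and in DESeq2 (adjusted p = 5.55e-08) and, chosen after seeing the data, with shrunken fold changes (adjusted p = 0.010), the likelihood ratio test (adjusted p = 0.012) and the oocyte covariate (adjusted p = 0.047). Over all its alternatives other than those with a library left out, its adjusted p reached 0.19. *col-78* and *21ur-1334* had few reads, with 0 in every wild type library. Whether this explains their lost calls was not tested. With all libraries both also passed with DESeq2 (adjusted p = 3.24e-06 and 1.65e-06), and each fit without a library gave fewer genes past the threshold.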

Differences from the paper's values

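In Fig. 3a, read by eye, the paper's log2 fold changes are about -5.0 for *vhl-1*, about -3.2 for *fat-5*, about -1.3 for *fat-7* and about -7.5 for the lowest point. The values here were -7.14, -4.25 and -2.21. The lowest named gene here, *nkat-3*, is at the floor in *vhl-1* mutants, and its bound was a log2 fold change of -9.88 or lower. For *vhl-1*, none of the alternatives set before the data were examined closed the gap, and for the lowest point none of those that gave a bound did. For *fat-5*, the fit without the third *vhl-1* library came within the replicate SD of the paper's value (-3.95), and the other alternatives set before the data were examined did not. The replicate SD combines the variances of log2 CPM within both genotypes. The paper compared the same libraries, so this SD is a loose limit for a difference in processing, and a fit without a library does not explain the gap. For *fat-7*, the value of -2.21 lay within the replicate SD of 1.11 of the paper's value but was more than 1.5 times as large. Of the alternatives set before the data were examined, the fits without the third wild type library (-1.90) and without the second *vhl-1* library (-1.84) came within 1.5 times the paper's value. The others did not, although most of them also lay within the replicate SD. DESeq2 with shrunken fold changes, a setting chosen after seeing the values, gave -4.98, -3.15 and -1.34. Its fitted value for *nkat-3* was -7.48, which depends on the prior. All of these lay close to the values read from the figure. The paper does not state whether its fold changes were shrunken.

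The paper reports *fat-7* as downregulated in the RNA sequencing. Here its log2 fold change was -2.21 and it missed the threshold with edgeR's quasi-likelihood test (adjusted p = 0.13). It passed with DESeq2, the tool the paper's methods name (adjusted p = 0.00013), with the replicate block in edgeR (adjusted p = 0.021) and in DESeq2 (adjusted p = 6.74e-15), and, chosen after seeing the data, with shrunken fold changes (adjusted p = 0.00016) and edgeR's likelihood ratio test (adjusted p = 0.00096).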

Other observations

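The tests of explanations in this part were likewise chosen after the results were seen.

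The fall of *fat-7* was set beside its close paralog. The log2 ratio of *fat-7* to *fat-6* was -2.87 ± 0.534 (SD, n = 3) in wild type animals and -5.04 ± 1.17 (SD, n = 3) in *vhl-1* mutants (two-sided exact permutation test, p = 0.1, the smallest possible). From these counts alone, a shift of *fat-7* reads to *fat-6* cannot be told apart from a fall of *fat-7*. The loss of *fat-7* was 42.7% of the SD of *fat-6* between wild type libraries, so a gain of that size in *fat-6* would be hidden. The paper's RT-qPCR and its FAT-7::GFP reporter, which do not rest on the assignment of reads, also showed lower *fat-7* in *vhl-1* mutants. Developmental timing, as far as the oocyte genes track it, does not account for the whole fall. With the oocyte covariate the log2 fold change of *fat-7* was -2.33 (standard error 0.50, edgeR adjusted p = 0.086). This misses the threshold, as the fit without the covariate does. The difference in log2 CPM of *fat-7* beside the oocyte score was -2.26 (95% interval -4.24 to -0.28). The oocyte score differed little between genotypes, so this is a weak test of timing.

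Among the stage markers, the libraries differed within a genotype. The score of the oocyte and eggshell set, the median deviation of its genes on the log2 scale, was 0.93, 0.01 and -0.68 in the 3 wild type libraries and 0.78, -1.15 and 0.18 in the 3 *vhl-1* libraries. Between genotypes, its median log2 fold change was -0.12, that of the sperm set -0.04, that of the germline set -0.04 and that of the larval cuticle and molting set 0.40, without a call. 8, 8, 8 and 10 of the 10 splits, in that order, gave a camera p as small. The yolk protein set, with a median of -1.76, had also been listed in advance as a stage marker. The mean oocyte score was 0.088 in wild type animals and -0.065 in *vhl-1* mutants. With means this close, the oocyte covariate could change a difference between genotypes only a little. A difference in timing that the yolk or larval cuticle genes track and the oocyte genes do not stays open. The fatty acid synthesis set had a median of -0.14 without a call (7 of 18 genes higher), and 3 of the 10 splits gave a camera p as small. In that set 1 gene passed the threshold over all genes and 3 adjusted over the list alone, *fat-3*, *fat-5* and *fat-7*. The last 2 were chosen by the study on these libraries, so their count is not independent evidence.

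Slightly different hours of adulthood are a candidate explanation for the spread between libraries of one genotype. As a covariate, the oocyte score lowered the common dispersion from 0.0611 to 0.0267. If libraries taken at slightly different hours of adulthood were the source, few random gene sets would do as well. Scores of 2 of 50 random gene sets of matched expression lowered it as far, a share of 0.0588 with the oocyte score included, which leaves the explanation open.

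27 genes past the threshold had a mean CPM under 1. 10 of them lay within 5000 bp of a gene past the threshold that changed in the same direction and had at least 10 times its mean CPM, against 43 of 2691 other weakly expressed genes (odds ratio 36.0, Fisher's exact test, p = 2.15e-11). They include *21ur-1334* within *sqrd-1*, a piRNA gene, and *col-78* near *oac-54*. Reads of the neighbor's transcript may be counted on such genes. Shared regulation of neighbors would give the same odds ratio, so the explanations cannot be told apart by it, and the limits of this test were set after examples had been seen.

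No enrichment of genes past the threshold was detected near *vhl-1*, and with so few calls one is not excluded. Within 1 Mb they were 5 of 301 tested genes, against 201 of 16236 others (odds ratio 1.35, 95% interval 0.43 to 3.23, Fisher's exact test, p = 0.43).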
